# Transcriptomic Study Reveals Recovery of Impaired Astrocytes Contribute to Neuroprotective Effects of Danhong Injection Against Cerebral Ischemia/Reperfusion-Induced Injury

**DOI:** 10.3389/fphar.2018.00250

**Published:** 2018-03-27

**Authors:** Jing Qian, Xiaoping Zhao, Weiting Wang, Shujing Zhang, Zhuping Hong, Xiaoling Chen, Zhuanyou Zhao, Chunhua Hao, Chenchen Wang, Shihai Lu, Buchang Zhao, Yi Wang

**Keywords:** cerebral ischemic/reperfusion injury, Danhong injection, microarray, astrocyte, inflammation, brain–blood barrier

## Abstract

Danhong Injection (DHI) is widely used in clinics for treating cardiovascular and cerebrovascular diseases in China. However, the mode of action of DHI for neuroprotection remains unclear. In the present study, we deemed to investigate the effects of DHI on a rat model of cerebral ischemia/reperfusion injury (IRI) with an emphasis on its regulated gene profile obtained from microarray assays. Firstly, we showed that a 14-day DHI treatment effectively ameliorated severity of neurological deficits, reduced size of ischemic damage, improved status of oxidation stress, as well as systemic inflammation for IRI rats, along with which was a pronounced reduced cell infiltration in the area of periaqueductal gray matter. Secondly, bioinformatic analyses for the 429 differentially expressed genes (DEGs) regulated by DHI treatment pointed out ECM–receptor interaction, neuroactive ligand–receptor interaction, and endocytosis as the top three biological processes, while Toll-like recptor 4 (TLR4) as the most relavant singaling molecule. Lastly, we provided evidences showing that DHI might directly protect primary astrocytes from oxygen and glucose deprivation/re-oxygenation (OGD/Re) injury, the effects of which was associated with LAMC2 and ADRB3, two DEGs related to the top three biological processes according to transcriptomic analysis. In conlusion, we reported that DHI might work through maintaining the integrity for brain–blood barrier and to regulate TLR4-related signaling pathway to diminish the inflammation, therefore, effectively improved the outcomes of IRI. Our findings suggested that the attenuated astrocytic dysfunction could be a novel mechanism contributing to the neuroprotective effects of DHI against cerebral ischemia/reperfusion-induced damage.

## Introduction

Ischemic stroke or cerebral ischemia has become the leading cause of mortality and morbidity worldwide. As the currently first line of therapy, the restoration of blood supply/reperfusion to the occluded cerebral area may cause neurovascular reperfusion injury, leading to an even worse disease outcome (Jung et al., 2010; Kalogeris et al., 2016). Besides, although drugs that targeting for inflammation, oxidative stress, apoptosis, and other pathophysiological mechanisms have been developed, there still lacks of effective neuroprotective agents for the prevention and treatment of cerebral ischemia (Benjamin et al., 2017).

Danhong injection, chiefly composed of two herbs *Salviae miltiorrhiza Bunge* (Danshen in Chinese) and *Carthamus tinctorius L.* (Honghua in Chinese), is used extensively in China for the prevention and treatment of various vascular diseases including occlusive vasculitis, coronary diseases, and cerebral infarction, etc. (He et al., 2012; Chen Y. et al., 2014; Guo et al., 2014). There are supportive experimental evidences showing the efficiency of DHI in the treatment of cerebral ischemic disorder. *In vivo*, the pretreatment with DHI could ameliorate neurological score, cerebral infarction, and brain edema in rats with cerebral IRI (Guo et al., 2014; Wang et al., 2014). *In vitro*, DHI could protect mouse Neuro-2A cells from H_2_O_2_ wounding, along with activation of Nrf2/ARE signaling pathway (Guo et al., 2014). Recent pharmacological investigations showed that DHI could inhibit hepatic fatty acid synthesis (Chen J. et al., 2014) and inhibit inflammatory NF-kappaB activation (Jiang et al., 2015). It is also reported that different active compounds of DHI may exert synergistic cardioprotective effects through anti-inflammation, anti-oxidation, and anti-apoptosis (Guan et al., 2013). We have recently showed an anti-thrombotic effect of DHI and its major constituents on a zebrafish model of arachidonic acid (AA)-induced thrombosis (Qi et al., 2017). However, the exact mechanism of action for neuroprotective effects of DHI is poorly understood.

In fact, the unclear therapeutic target is a common problem faced by the majority of herbal medicines (Layne and Ferro, 2017). Although extensively clinical applications have confirmed the efficacy of herbal medicine, there still lacks of scientific explorations about their pharmacological activities. As a valuable method to investigate holistic view of gene expression profiles in biological system, transcriptomic techniques have been widely applied in pathophysiological research of disease and clinical diagnosis. However, there is few reports to dissect mechanism of action of herbal medicine by transcriptomic analysis.

The objective of the current study was to investigate the mode of action of DHI for the treatment of cerebral IRI by transcriptomic approach. Neurological deficits grading, cerebral infarct size, oxidative stress status, and inflammatory cytokines production were measured to evaluate the therapeutic effect of DHI. Microarray-based transcriptomic analysis and network pharmacology approaches were used to study DEGs and their related biological functions after DHI treatment. The findings might provide some molecular insights into the mechanism of action of DHI.

## Materials and Methods

### MCAO-Induced Focal Cerebral Ischemia and Reperfusion (I/R) Injury in Rats

Specific pathogen-free (SPF) male Sprague-Dawley (SD) rats, weighing 260–300 g, were obtained from Charles River Laboratories (Beijing, China. Laboratory animal certificate: SCXK 2012-0001). The animal care and use protocols were approved by Tianjin Institute of Pharmaceutical Research. Focal cerebral IRI was produced by 2 h-MCAO. In brief, after anesthetized with isoflurane, the right common carotid artery (CCA) of the rat was isolated and the branches of external carotid artery (ECA), i.e., occipital artery, superior thyroid artery, lingual artery, and maxillary artery were ligated and cut. Next, 3-0 monofilament nylon suture was inserted via the proximal ECA into the internal carotid artery and thence into the circle of Willis. The length of the nylon suture was about 18–20 mm from the bifurcation of CCA/ECA. Two hours after the occlusion, the nylon suture was removed to restore blood supply to the MCA area by reperfusion. Ten minutes after the surgery, neurological deficits were evaluated and scored. For sham-operated rats, the ECA was isolated but no filament was introduced.

### Drug Administration

Danhong injection was provided by Buchang Pharmaceutical Co. Ltd. (Heze, Shandong, China). Different dosages of DHI, calculated according to the clinical consumption as 0.4, 0.8, and 1.6 mL/kg, were chosen and prepared in normal saline (NS). Animals were randomly divided into five groups: (1) sham-operated (Sham) group; (2) I/R group; (3) 0.4 mL/kg DHI treatment group; (4) 0.8 mL/kg DHI treatment group; and (5) 1.6 mL/kg DHI treatment group. Rats were tail vein administered with 500 μL DHI/NS containing indicated amount of DHI daily, starting after the surgery till 14 days when animals were sacrificed for further studies. In the case of the sham-operated group, equal volume solvent was administered in the same manner.

### Neurological Deficits Grading

Neurological deficits of rats were assessed 14 days after MACO in a double-blind manner by two independent examiners. The range of the score was between 0 and 16 according to a modified neurological severity scoring criteria (Chen et al., 2001), for which a higher score represented a worse neurological condition. The rats with neurological deficits scoring above 8 points were considered as successful modeling for I/R injury. All the sham-operated rats had the score of 0.

### Cerebral Infarction Size

The whole brain was removed and continuously cut into 2-mm thickness cerebral sections along the coronal plane. After staining with 2% 2,3,5-triphenylte-trazoliumchloride (TTC) solution in the dark for 5 min at 37°C, the images for the sections were recorded with a digital camera (COOLPIX955, Nikon, Japan). The infarction size was analyzed with Image (version 4.0) and expressed as a percentage of fraction area over the global brain.

### Histopathological Changes

The whole brain was fixed with 4% paraformaldehyde before tissues within and surround the infarcted area were coronal incised and embedded with paraffin. Five-micrometer sections were sliced for hematoxylin and eosin (HE) staining and microscopy (TS100, Nikon, Japan).

### Measurement of Oxidative Stress and Cytokine Release in Serum

Blood from abdominal aorta was collected and the serum sample was prepared thereof. The content of malondialdehyde (MDA); activities of superoxide dismutase (SOD), glutathione peroxidase (GPx), and Monoamine oxidase (MAO); and levels of reduced glutathione (GSH) were measured by using commercial available kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

The concentrations of cytokines in the serum samples were measured using enzyme-linked immunosorbent assay (ELISA) kits for IL-1β, IL-6, and TNF-α according to the manufacturer’s instructions (Bio-Swamp, Wuhan, China).

### Microarray Processing and Data Analysis

We profiled the gene expression in the infarcted hemispheres of Sham, I/R, and DHI-treated (0.8 g/kg) groups (*n* = 3) using Agilent SurePrint G3 Rat GE Microarray supported by Oebiotech^1^ (Shanghai, China). Total RNA was isolated from rat brain tissue using mirVanaTM RNA Isolation Kit and purified using the RNeasy Mini kit (Qiagen, Chatsworth, CA, United States) and RNase-free DNase Set (Qiagen, Chatsworth, CA, United States) following the manufacturer’s instructions. The sample labeling, microarray hybridization, and washing were performed based on the manufacturer’s standard protocols. The arrays were eventually scanned (Agilent Scanner G2505C, Agilent Technologies Co. Ltd., Palo Alto, CA, United States) with settings for one-color scans. The raw microarray data are available through the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO series accession number: GSE106680^2^).

Genes measured by the probe sets with a fold change (FC) greater than a pre-defined threshold and a *p*-value less than a pre-defined threshold were considered as differentially expressed. In this study, genes with FC > 1.5 and *p* < 0.05 were defined as DEGs. Venny 2.1.0^3^ was used to construct Venn diagram. MEV 4.6.0 software was applied for hierarchical clustering analysis combined with heatmap construction to estimate the overall reproducibility and variation of three replicates within each group and the differences among the sham, I/R, and DHI groups. Functional enrichment analysis was carried out by using DAVID software tool^4^, with that pathway enrichment and functional processing categories were generated based on KEGG database and annotations of Gene Ontology, respectively. In addition, GeneMANIA^5^ was employed to generate protein-interaction network (Warde-Farley et al., 2010).

### Quantitative RT-PCR (qRT-PCR)

The expressions of four representative genes of CD44, LAMC2, ADRB3, and LDLR were validated by qRT-PCR. Total RNA from brain tissue was prepared as described for microarray assay, whereas primary astrocytes were extracted with the RNA simple Total RNA Kit (CWBIO, Beijing, China). First-strand cDNA was synthesized from 1 μg total RNA (DNase-treated) using the HiFiScript cDNA synthesis kit (CWBIO, Beijing, China). RT-PCR was performed with an authorized Thermal Cycler (Eppendorf, Hamburg, Germany). qPCRs were then performed with 1 μL cDNA using UltraSYBR Mixture (CWBIO, Beijing, China) with the CFX96 Touch Real-Time PCR Detection System (CFX96, Bio-Rad, Hercules, CA, United States). Primers were provided by Sangon Biotech (Shanghai, China) and were described in **Table 1**. β-Actin was amplified as an endogenous reference gene. The relative expression level was calculated by ΔΔCt method with Bio-Rad CFX Manager (Bio-Rad, Hercules, CA, United States) and expressed as fold of change to control.

**Table 1:** Primer sequences for qPCR.

Targets	Forward primer (5′–3′)	Reverse primer (5′–3′)
β-Actin	CCCTGGCTCCTAGCACCAT	GAGCCACCAATCCACACAGA
CD44	CCTCGCATCCAACACCTCCCAC	TGTAGCGGGTGCCATCACGG
LAMC2	ACATTGAGTGTGCCGACTGC	CCTCTGTCTCAGGCATCACG
ADRB3	CGTCTTCTGTGCAGCTACGG	GGACGCTCACCTTCATAGCC
LDLR	AGATCTACAGCGCCGTGATG	CATGGATCCAGTCTACCGCC

### Effect of DHI on Primary Astrocytes in a Model of Oxygen and Glucose Deprivation/Reoxygenation (OGD/Re)

Primary astrocytes were isolated according to previous published protocols (Kajitani et al., 2012; Morioka et al., 2014). In brief, the whole brain of 1-day-old neonatal SD rat was removed for cerebral cortices dissection. Afterward, the tissue was applied for mechanically dissociation, trypsin and DNase treatment, and 40 μm cell strainer filtration. In the end, the cells were collected and resuspended in DMEM containing 10% FBS and 1% penicillin–streptomycin (complete culture medium). Unless specified, all of the cell culture reagents were purchased from Invitrogen (Shanghai, China). Cells were cultured in a 75 cm cell culture flask (Corning, NY, United States) at a density of 3 × 10^5^ cells/mL at 37°C in a 5% CO2/95% air atmosphere for 10–14 days. Finally, the cell flacks were shaken at 180 rpm (37°C, 18 h) and remaining cells were considered as astrocytes. The purity of astrocytes was around 90% as exanimated by the fluorescent staining of the cell marker GFAP.

Oxygen and glucose deprivation/reoxygenation (OGD/Re) injury was induced for the astrocytes (Zhu et al., 2017). In brief, 2 × 10^5^ cells/mL in serum-free Earle’s solution were seeded in wells of either 6- or 96-well plate and were allowed to grow for 24 h before the cell culture flasks were placed in a sealed chamber loaded with mixed gas containing 95% N_2_ and 5% CO_2_ at 37°C. After 6 h of OGD, the cell culture medium was replaced with DMEM containing 10% FBS and 1% penicillin–streptomycin and the cells were continued cultured for 24 h at 37°C with 5% CO_2_ to build up reperfusion. For the DHI treatment, DHI with indicated dosage was added into the culture medium to throughout the process of OGD/R injury.

In the end of experiment, cells were either applied for MTT assay or collected for RNA extraction and RT-qPCR. For cell viability assay of astrocytes, cells were cultured in 96-well plates for 24 h at a density of (2 × 10^4^) cells/well, with or without the supplement of DHI at the dosage of 1.25, 2.5, 5, and 10 μL/mL, respectively. After OGD/Re injury, the media were removed and 5 mg/mL MTT reagents (M2128, Sigma-Aldrich, Santa Anta, CA, United States) in PBS were loaded to all respective wells followed by 4 h incubation in a CO_2_ incubator at 37°C. Further, MTT solution was removed and 100 μL of DMSO (Darmstadt, Germany) was used to dissolve formazan crystals. Finally, the microtiter plates were agitated for 10 min on an orbital plate shaker at 37°C before the absorbance at 570 nm of each well was measured by Microplate Reader (Infinite M1000, Tecan, Switzerland).

### Statistical Analysis

All values are expressed as the means ± SD. One-way ANOVA was used to analyze differences among groups. Statistical analysis was performed using GraphPad Prism. *p*-Values of <0.05 were considered statistically significant.

## Results

### DHI Ameliorates Cerebral Infarction and Neurological Deficits in I/R Rats

Area percentage of cerebral infraction and the neurological function deficit score were measured. As shown in **Figures 1A,C**, while rats in Sham group showed no evidence for neuron injury, I/R group appearing 18.1 ± 6.8% area of cerebral infraction. The treatment of DHI reduced the infraction area in a dose-depended manner, i.e., the 0.4-, 0.8-, and 1.6 mL/kg DHI treatment group appearing 14.0 ± 4.8% (*p* < 0.05), 11.3 ± 3.4% (*p* < 0.01), and 10.0 ± 3.0% (*p* < 0.01), respectively. The scoring of neurological function showed similar effects. The application of DHI at the dosage of 0.4-, 0.8-, and 1.6 mL/kg reduced the neurological deficit score of the I/R from 7.87 ± 1.68 to 6.8 ± 1.61, 6.07 ± 1.62 (*p* < 0.01), and 5.93 ± 1.67 (*p* < 0.01), respectively (**Figure 1B**).

**FIGURE 1:**
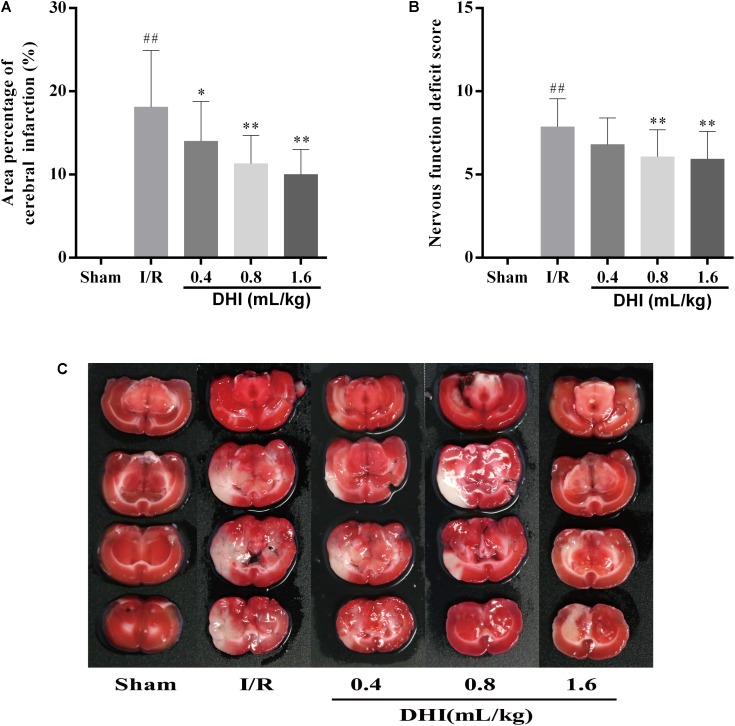
DHI reduced the area of brain damage and improved neurological functional outcome following cerebral IRI. **(A)** Mean area percentage. **(B)** Neurological deficits grading score. **(C)** Representative TTC stained serial coronal brain sections. Values were expressed as mean ± SD. ^##^*p* < 0.01 compared with the Sham group; ^∗^*p* < 0.05, ^∗∗^*p* < 0.01 compared with the IRI group.

### DHI Presents Anti-oxidative Property in I/R Rats

The activities of endogenous antioxidant enzymes of MDA, SOD, GSH, and GSH-PX were measured. As shown in **Figure 2**, comparing with the sham-operated rats, the I/R ones showed significantly higher levels of the MDA peroxidation (9.24 ± 2.47 versus 6.06 ± 2.3, *p* < 0.01) but significant lower levels of SOD (167.1 ± 23.4 versus 208.9 ± 24.0, *p* < 0.01). At the time of examination, there were no differences for the releasing of GSH and GSH-px (733.0 ± 141.2 versus 883.7 ± 102.8, *p* < 0.05) between the two groups. The treatment of DHI resulted in alternated releasing of MDA and SOD to the levels similar to sham-operated group in a dose-dependent manner. When at the dosages of 0.8- and 1.6 mL/kg, the effects were of statistically significant (*p* < 0.01).

**FIGURE 2:**
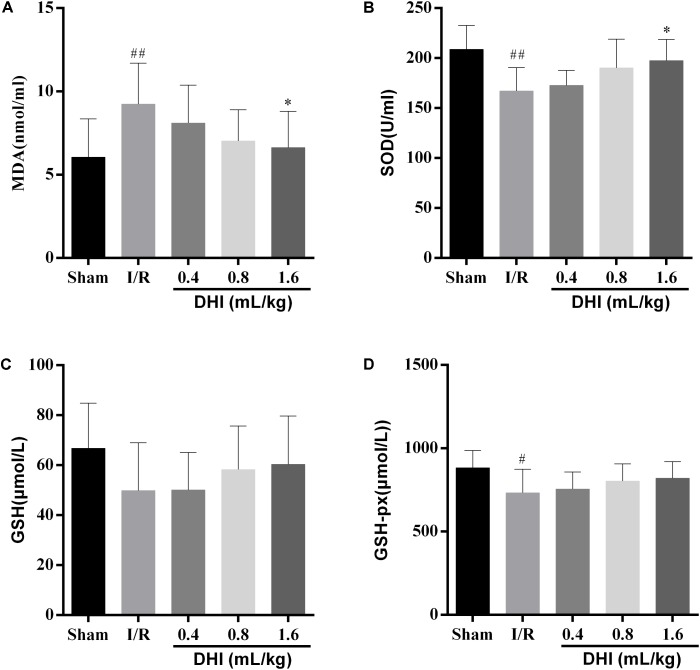
DHI prevent the IRI rats from releasing oxidative stress-related enzymes. **(A)** MDA, **(B)** SOD, **(C)** GSH, and **(D)** GSH-PX activities were determined by colorimetric method. Values were expressed as mean ± SD. ^#^*p* < 0.05, ^##^*p* < 0.01 compared with the Sham group; ^∗^*p* < 0.05 compared with the IRI group.

### DHI Suppresses Inflammatory Cytokines Releasing Caused by Cerebral I/R Injury

Next, we evaluated the effect of DH on inflammation resulted from the MACO surgery. As illustrated in **Figure 3**, the inflammatory mediators of blood sample including IL-1β, IL-6, and TNF-α in model group increased significantly compared with that in sham group (*p* < 0.05 or *p* < 0.01). Treatment with DHI 0.8 and 1.6 mL/kg for 14 days inhibited the releasing of these inflammatory cytokines. IL-1β, IL-6, and TNF-α levels declined from 15.2 ± 2.9, 54.6 ± 14.0, and 93.7 ± 23.4 in model group to 13.0 ± 2.3, 40.1 ± 13.4 (*p* < 0.05), and 71.4 ± 23.0 in DHI 0.8 mL/kg group and 12.4 ± 2.3 (*p* < 0.05), 37.4 ± 9.0 (*p* < 0.05), and 67.8 ± 26.0 (*p* < 0.05) in DHI 1.6 mL/kg group, respectively (**Figures 3A–C**). Notably, in I/R injury rat, HE staining for the brain tissue showed infiltrations of inflammatory cells in the area of periaqueductal gray matter (**Figure 3D**). The application of DHI almost diminished this phenomenon, HE staining results for the same area showed rare inflammatory cell infiltration, which was similar to sham-operated rats.

**FIGURE 3:**
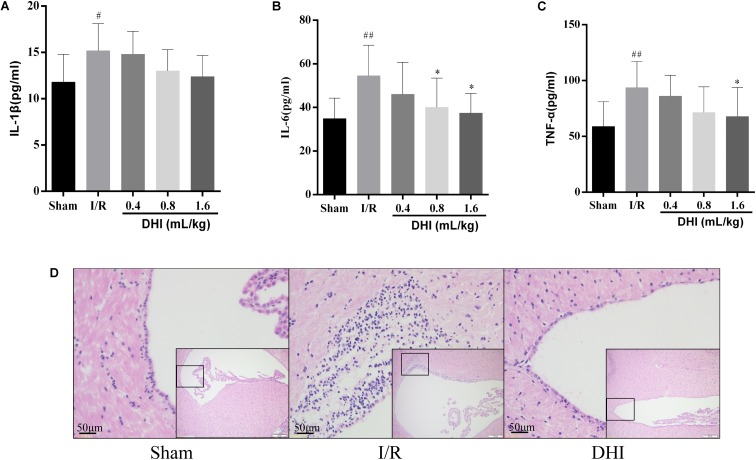
DHI suppresses inflammation related to cerebral IRI. **(A–C)** Serum levels of IL-1β, IL-6, and TNF-α, respectively. **(D)** Representative H&E staining section of brain tissues. Values were expressed as mean ± SD. ^#^*p* < 0.05, ^##^*p* < 0.01 compared with Sham group; ^∗^*p* < 0.05 compared with IRI group.

### Microarray Data Analyses

By applying the cutoffs of *t*-test *p-*value < 0.05 and FC > 1.5, the DEGs were selected. 

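Gene expression was profiled on 9 one-color Agilent SurePrint G3 Rat arrays, with 3 rats each in the Sham, I/R, and DHI groups and 1 array per rat. The tissue was the infarcted hemisphere at day 14. The I/R and DHI rats had undergone 2 h of occlusion of the middle cerebral artery. For the array samples the paper gives the DHI dose as 0.8 g/kg, while its description of drug administration gives 0.8 mL/kg for the middle of the 3 doses. Each array carries 62976 spots, of which 58717 are not controls, and these hold 30367 different probes. The authors' files give the intensity of every spot as Agilent's Feature Extraction software reported it, corrected for background but not scaled between arrays. The 75th percentile of the probe intensities of an array ranged from 2569.7 to 2745.3 in Sham (median 2631.3), from 2628.7 to 3464.4 in I/R (median 3067.4), and from 1816.3 to 2785.1 in DHI (median 2120.2). Between 75.2% and 78.9% of the probes were well above background on each array, and no probe was saturated.
The paper's text names a t-test and the thresholds, but no normalization and no filter. Here the log2 intensities were taken relative to the 75th percentile of their array. Control spots and spots marked as outliers by the scanner software were left out, and the spots of a probe were averaged. The 23747 probes that were well above background on all 3 arrays of at least 1 group were tested with limma in 1 model over all 9 arrays, with Benjamini-Hochberg adjustment. A gene is reported by its brightest probe. For a probe that was not well above background on any array of a group, the fold change is given as a lower bound against, on each of those arrays, the higher of the lowest signal well above background and the probe's own signal. Coordinates are those of the probe on the rn4 build of the rat genome, as the files give them.
The scaling between arrays could change the direction of the calls. In DHI versus I/R, 52.2% of the DEGs were higher in DHI, against 4.8% with no scaling, 45.8% with quantile normalization, and 63.7% with normexp background correction. The median log2 fold change of all probes in that comparison moved from 0.10 to -0.36 with no scaling. The Sham and I/R arrays were on slide 1 and the DHI arrays on slide 2, which was scanned separately, so that slide and DHI treatment cannot be told apart. With 3 arrays per group, the number of arrays limits the precision of every value.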

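At the paper's thresholds (unadjusted p and FC), limma called 10241 probes in I/R versus Sham, 4950 of them higher and 5291 lower in I/R, and these probes carried 6456 gene symbols. The methods' t-test on the same values called 9461 probes, and 6183 after Benjamini-Hochberg adjustment. With the adjusted p from limma in place of the unadjusted p, 7471 probes were called, 3888 higher and 3583 lower in I/R. That adjusted count lies close to its threshold, as the median adjusted p of the called probes was 0.0404 and 3257 probes were under 0.04. It was 0 without Sham 1, 1 without Sham 2, Sham 3, I/R 1, I/R 2, or DHI 3, and 10135 without I/R 3. Of the other settings, no scaling between arrays moved it most, to 1 probe. The Sham and I/R arrays did not overlap for 62.5% of the probes tested, where chance gives 10%. The median SE of a log2 fold change was 0.27.
In DHI versus I/R, limma called 5211 probes at the paper's thresholds, 2721 higher and 2490 lower in DHI, with 3433 gene symbols. The methods' t-test called 469 probes, 294 higher and 175 lower in DHI. None of these passed Benjamini-Hochberg adjustment, the smallest adjusted p being 0.419. From limma, 1 probe passed adjustment, against 6035 at an unadjusted p under 0.05. This probe, named after its values were seen, is listed as RGD1559588 on chromosome 12 from 17982180 to 17982239. It was well above background on the 3 I/R arrays and on no Sham or DHI array, and was at least 11.1-fold lower in DHI than in I/R (adjusted p = 0.00905, limma). The DHI and I/R arrays did not overlap for 9.54% of the probes, again against 10% by chance. Single arrays moved the limma count of 5211 by more than 1.5 times, to 939 without DHI 2, 1127 without DHI 3, 1381 without I/R 1, 1659 without I/R 2, and 10737 without DHI 1. It was 2149 with only the 2 groups compared and 11904 with array weights. The adjusted count was 9527 without DHI 1 and 10 without I/R 3.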

As shown in **Figure 4A**, 7352 DEGs were identified in I/R versus Sham groups (I/R and Sham), whereas 429 DEGs were identified in DHI versus I/R groups (DHI and I/R). Venn diagram showed that 283 out of the 429 DEGs responding to DHI treatment were related to DEGs caused by I/R injury. 

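Of the probes that limma called in DHI versus I/R, 4757 (91.3%) were also called in I/R versus Sham, and 100% of these changed in opposite directions in the 2 comparisons. By the methods' t-test, 291 probes (62.0% of those called) were shared, and again 100% were opposite. The same I/R arrays enter both comparisons, so that a chance value in I/R moves both in opposite directions. To measure this, 100 DHI groups with no change from I/R were simulated, with noise drawn independently for each probe. These gave a median of 560.5 shared probes by limma (range 483 to 620), of which 65.9% were opposite (range 59.1% to 70.8%). By the methods' t-test they gave a median of 287 shared probes (range 250 to 328), of which 69.8% were opposite (range 62.9% to 77.7%), and 39 of the 100 simulated groups had at least as many shared probes as observed. Single arrays moved the limma count of shared probes to between 777 without DHI 2 and 8992 without DHI 1.
Among the probes with a gene symbol whose DHI and I/R arrays did not overlap, the largest fitted rises at the paper's thresholds were in Enthd1, RT1-M6-1, Lamp5, Robo3, and Hba-a2, and the largest fitted falls in Slfn3, Bst2, Pilra, Liph, and Phf11. Enthd1 was not well above background on any I/R array and was at least 27.5-fold higher in DHI. Its values on DHI 1 to DHI 3 were -6.22, -0.99, and -3.46, relative to a mean of -1.58 ± 0.69 (SD, n = 3) in Sham. Lamp5 rose by 3.48 (SE 0.90) on the log2 scale, Robo3 by 3.38 (SE 1.08), and the selected probe of Hba-a2 by 3.27, while its brightest probe rose by 2.67 (SE 0.79). Hba-a2 is a hemoglobin gene, and this brightest probe was already at 1.44, 4.28, and 3.34 on Sham 1 to Sham 3. A list of red blood cell genes that includes it had a median of 2.37 in DHI versus I/R. Its rise cannot be told apart from a difference in the blood left in the tissue. Robo3 was not called without I/R 3 (2.79). The 2 probes of RT1-M6-1 disagreed, as one rose by 3.86 while the brighter one fell by 2.26. The call of the brighter probe was lost without I/R 1 (-1.92), I/R 2 (-2.14), DHI 2 (-1.64), or DHI 3 (-1.93). The selected probe of Slfn3, which the RefSeq gene table names Slfn4, fell by 4.91. Its brightest probe fell by 5.40 (SE 1.65), with DHI 1 (-1.63) above I/R 3 (-1.68). Bst2 fell by 3.58 (SE 0.84). Pilra and Liph each fell by 3.43. The selected probe of Phf11 fell by 3.42 and its brightest probe by 2.81. Of the DHI arrays, 2 of 3 were well above background for the brightest probes of Slfn3, Pilra, and Liph. The brightest probe of each of these genes had a limma adjusted p of 0.2 in DHI versus I/R.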

Hierarchical clustering analysis showed that the expression profiles of the 429 DEGs in Sham and DHI groups were dramatically different to that of the I/R group (**Figure 4B**).

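In a hierarchical clustering of the 9 arrays over the 5211 probes (Euclidean distance, average linkage), DHI 2 and DHI 3 fell on the branch of Sham 1 to Sham 3, and DHI 1 fell on the branch of I/R 1 to I/R 3. The same 2 branches were found over all 23747 probes, which were not chosen for a difference between DHI and I/R, and the tree printed in Figure 4B also has 2 DHI arrays on the Sham branch. With DHI 2 or DHI 3 left out, 1 DHI array remained on the Sham branch. Each array was also placed on the axis from the Sham mean (position 0) to the I/R mean (position 1) over all probes tested, with a Sham or I/R array left out of its own group's mean. The positions were 0.11, -0.04, and 0.02 for Sham 1 to Sham 3, a mean of 0.03 ± 0.07 (SD, n = 3). For I/R 1 to I/R 3 they were 1.24, 1.10, and 0.58, a mean of 0.97 ± 0.35 (SD, n = 3). For DHI 1 to DHI 3 they were 0.92, -0.01, and 0.18, a mean of 0.37 ± 0.49 (SD, n = 3). The DHI and I/R positions did not differ beyond the spread between rats (exact two-sided permutation test, p = 0.2), and neither did the DHI and Sham positions (exact p = 0.3). The smallest p that 3 arrays against 3 allow is 0.1, which was reached by I/R against Sham in the same exact test. The DHI mean was 0.0859 without DHI 1 and 0.554 without DHI 2.
In DHI versus Sham, limma called 849 probes at the paper's thresholds, 598 higher and 251 lower in DHI, and the methods' t-test called 448. After adjustment both tools called 0, with 1294 probes at an unadjusted p under 0.05 from limma and a smallest adjusted p of 0.709 from limma. The DHI and Sham arrays did not overlap for 18.6% of the probes, against 10% by chance. The count of 849 was 344 without Sham 2, 557 without Sham 3, and 2519 without DHI 2.

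**Figure D1:**
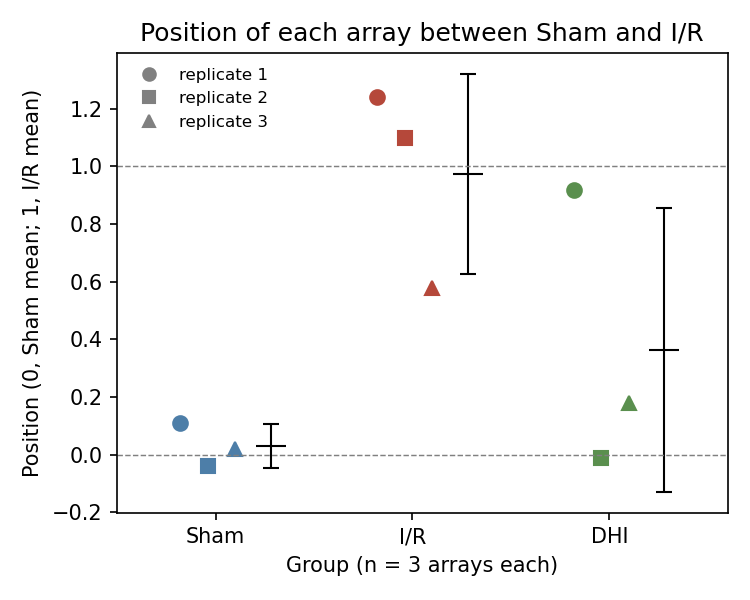
Position of each of the 9 arrays (vertical axis, no unit) on the axis from the Sham mean at 0 to the I/R mean at 1, by group (horizontal axis), with the bars showing the mean ± SD of 3 arrays and the dashed lines the group means used as ends of the axis. DHI 1 lies at 0.92, DHI 2 at -0.01, and DHI 3 at 0.18, while I/R 3 lies at 0.58.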

**FIGURE 4:**
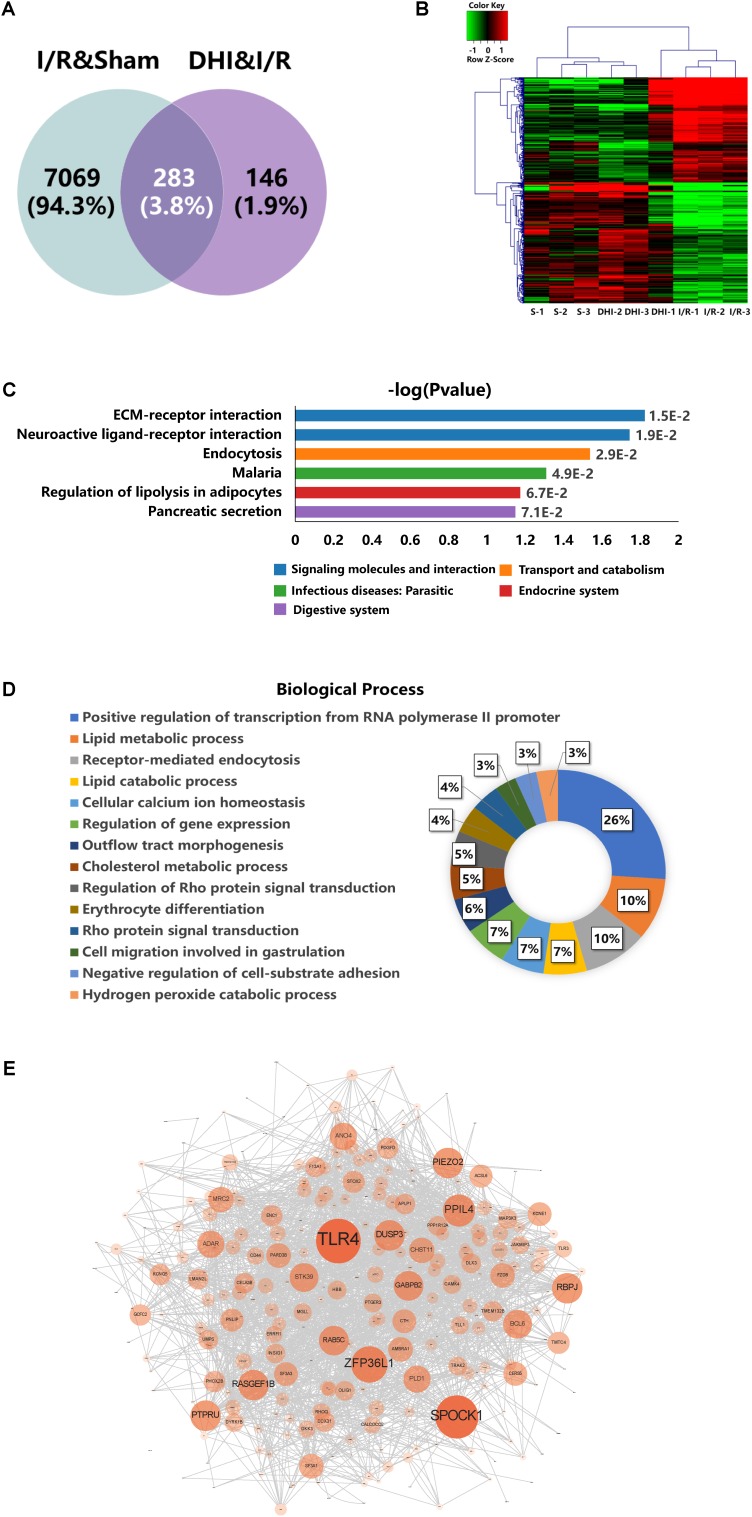
DEGs profiling analyses. **(A)** Venn diagram summary of the DEGs between Sham versus IRI groups and DHI versus IRI groups. **(B)** Hierarchical clustering analysis and heatmap of the correlation coefficients between altered gene expression profiles. S1–3 represent the three biological replicates for Sham group, DHI1–3 for DHI group, and I/R1–3 for IRI group, respectively. **(C)** Top KEGG pathways enriched with DEGs and their corresponding *p*-values. **(D)** Doughnut chart presentation for the distribution of altered genes in biological processes. The individual biological process was distinguished with color and percentage value. **(E)** Protein–protein interaction network generated from GeneMANIA analysis. The size of each node presents the degree of connectivity in PPI network. Large node shares more connection to other nodes.

The KEGG pathway and biological processes for the identified 429 DEGs involved were depicted. 

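Table 2 names 26 genes for endocytosis, neuroactive ligand–receptor interaction, and ECM–receptor interaction. On the arrays, 25 of them were bright enough to be tested, and 24 passed the paper's thresholds in DHI versus I/R by limma. None passed an adjusted p over all probes, while 24 passed when adjusted over the list alone, which is not independent evidence because the genes were chosen on these rats. The methods' t-test called 20 of them, with 0 after adjustment over the list alone or over all probes. In I/R versus Sham 17 genes passed the paper's thresholds, and all 17 changed in the opposite direction there. For 20 genes the value of DHI 1 lay on the I/R side of the other DHI arrays. Across the settings, 18 to 25 of the genes passed, with the lowest count under no scaling, with probes well above background on all 9 arrays, and without I/R 2. The filter on all 9 arrays leaves Lamc3, Hmmr, Ptger3, P2ry4, Prss3, and Chrnb3 untested, so that its lower count does not show lost calls. Of the genes, 17 passed without each of the I/R and DHI arrays in turn.
Among the ECM–receptor genes, Cd44, Lamc3, Vtn, and Thbs4 were lower and Hmmr was higher in DHI than in I/R, and each passed the paper's thresholds. Thbs4, whose probe lies on chromosome 2 from 23011026 to 23011612, had a log2 signal of -4.74 ± 0.48 in Sham, -2.43 ± 0.57 in I/R, and -4.56 ± 1.10 in DHI (SD, n = 3 each). It was 2.32 higher in I/R than in Sham and fell by 2.13 (SE 0.56) in DHI versus I/R. Lamc3 (chromosome 3, 11040365 to 11042516) fell by 2.22 (SE 0.70) in DHI versus I/R, but only 1 of 3 DHI arrays was well above background, and the methods' t-test did not call it. With normexp background correction the limma call of Lamc3 was lost (-0.28). Vtn (chromosome 10, 64611899 to 64612164) rose by 0.94 in I/R versus Sham and fell by 0.79 (SE 0.23) in DHI versus I/R. Hmmr, well above background on 2 of 3 I/R arrays, rose by 1.53 (SE 0.42) in DHI versus I/R.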

As presented in **Figure 3C**, the top three pathways enriched from KEGG database were ECM–receptor interaction, neuroactive ligand–receptor interaction, and endocytosis. 

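Of the 11 genes that Table 2 lists for neuroactive ligand–receptor interaction, 10 passed the paper's thresholds in DHI versus I/R, 6 higher and 4 lower in DHI. Taar2, the remaining one, was not well above background on any of the 9 arrays and was not tested. The largest fall was in the adenosine receptor gene Adora3 (chromosome 2, 201161366 to 201161425). Its log2 signal was -2.58 ± 0.13 in Sham, -0.13 ± 0.83 in I/R, and -1.97 ± 0.71 in DHI (SD, n = 3 each), a fall by 1.84 (SE 0.47) in DHI versus I/R. Adora1 rose by 0.85 (SE 0.25) in DHI versus I/R. Prss3, named Prss3b in the RefSeq gene table, rose by 1.60 (SE 0.24), but was well above background on 1 of 3 I/R and 2 of 3 DHI arrays. P2ry4 was not well above background on any I/R array and was at least 1.95-fold higher in DHI. Chrnb3 was not well above background on any DHI array and was at least 1.81-fold lower in DHI than in I/R. With normexp background correction its direction reversed, to a rise by 0.24. Ptger3 fell by 1.14, and was not called without I/R 1 (-1.25), I/R 3 (-0.88), DHI 2 (-0.67), or DHI 3 (-1.14), or with normexp background correction. Ntsr2 fell by 0.63, and was not called without I/R 2 (-0.42) or DHI 2 (-0.57). Chrna5 rose by 1.37, and was not called without I/R 1 (1.28), I/R 2 (1.15), DHI 1 (1.27), or DHI 3 (1.30). Grik4 rose by 0.71, and was not called without I/R 2 (0.57). With no scaling between arrays, Adora1, P2ry4, Chrna5, and Grik4 rose by less (0.25 to 0.91) and were not called. All 10 genes had a limma adjusted p of 0.2.
Among the endocytosis genes, Pard6g (chromosome 18, 77007810 to 77007869) passed in DHI versus I/R, with a log2 signal of -3.95 ± 0.15 in Sham, -2.46 ± 0.12 in I/R, and -3.50 ± 0.29 in DHI (SD, n = 3 each) and a fall by 1.04 (SE 0.18). Acap1 fell by 1.27, Pld1 by 1.23, Pml by 1.10, and Rab5c by 0.83. Epn3 rose by 1.26 and Ap2a1 by 0.92. The other probe of Epn3, with a rise by 0.36, was not called. Pld1 was not called without I/R 1 (-0.99), I/R 2 (-1.13), DHI 2 (-0.90), or DHI 3 (-1.06). Pml was not called without I/R 1 (-1.10), I/R 2 (-1.21), I/R 3 (-0.99), DHI 2 (-1.04), or DHI 3 (-0.93). Epn3 (0.79) and Ap2a1 (0.46) were not called with no scaling, and Acap1 (-0.36) and Pml (-0.23) were not called with normexp background correction. Grk1 rose by 0.53 (SE 0.17) and stayed under the FC threshold. It passed without I/R 1 (0.62), without DHI 1 (0.66), and with array weights (0.75).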

The DEGs contributed to these three pathways were listed in **Table 1**. As presented in **Figure 4D**, the result of biological process showed that 26% of the DEGs were involved in positive regulation of transcription, 22% were involved in regulating lipid metabolic process among which 10% for lipid metabolic process, 7% for lipid catabolic process, and 5% for cholesterol metabolic procss, 10% were involved in regulating endocytosis and others involving regulation of Rho protein signal transduction, cell migration and adhesion, cellular calcium ion homeostasis, outflow tract morphogenesis, and so on.

Protein-interaction network analysis, as detcted by the size and depth of each node which is positively correlated to the degree of protein connection to others, identified TLR4 as the major relavant signaling molecule (**Figure 4E**). 

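The gene for the receptor, Tlr4, is measured by a probe on chromosome 5 from 83577410 to 83577469. Its log2 signal relative to the 75th percentile of the array was -5.20 ± 0.12 in Sham, -2.22 ± 0.58 in I/R, and -4.48 ± 1.70 in DHI (SD, n = 3 each). It was 2.98 (SE 0.75) higher in I/R than in Sham (limma adjusted p = 0.04). In DHI versus I/R it fell by 2.26 (SE 0.75, limma adjusted p = 0.2), which passed the paper's thresholds by limma and not by the methods' t-test. The values on DHI 1 to DHI 3 were -2.53, -5.66, and -5.25, so that the spread between the DHI rats was close to the size of the change. The call was lost without I/R 1 (-2.07), without DHI 2 (-1.67), and without DHI 3 (-1.87), while without DHI 1 the change was -3.24.
A preset list for TLR4 signaling had 11 genes on the arrays, Tlr4 among them. All 11 were well above background on the Sham arrays. The median log2 fold change of the list was 1.80 in I/R versus Sham, with 10 of 11 genes higher in I/R (camera adjusted p = 0.000345, fry adjusted p = 0.0335). In DHI versus I/R the median was -1.32, with 10 of 11 genes lower in DHI, and this passed by camera (adjusted p = 0.000609) but not by fry (adjusted p = 0.106). Both directions were kept under quantile normalization, no scaling, and normexp background correction. In DHI versus Sham the median was 0.72, with 10 of 11 genes higher in DHI, and -0.0236 without DHI 1. The list passed there by camera (adjusted p = 0.0106) but not by fry (adjusted p = 0.523). The camera call was lost with array weights (median 0.10) and with no filter on dim probes (median 0.72). The network was not rebuilt here. From the place of TLR4 as a key knot of the network and from earlier reports on TLR4 in brain damage, the paper proposes that DHI interferes with TLR4-related signaling and thereby inhibits the inflammation that follows I/R injury.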

The others include SPOCK1, ZFP36L1, PPIL4, etc. (**Figure 4E**).

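Spock1 (chromosome 17, 13212711 to 13212770) had a log2 signal of 0.16 ± 0.25 in Sham, -0.98 ± 0.21 in I/R, and 0.09 ± 0.50 in DHI (SD, n = 3 each). It fell by 1.14 (SE 0.27) in I/R versus Sham and rose by 1.07 (SE 0.27) in DHI versus I/R, between 0.87 and 1.35 with each I/R or DHI array left out in turn. Zfp36l1 (chromosome 6, 103121166 to 103121225) had a log2 signal of -3.77 ± 0.15 in Sham, -2.54 ± 0.28 in I/R, and -3.26 ± 0.28 in DHI (SD, n = 3 each). It rose by 1.22 (SE 0.21) in I/R versus Sham and fell by 0.72 (SE 0.21) in DHI versus I/R. With normexp background correction Zfp36l1 fell by 0.48 and was not called in DHI versus I/R. Otherwise both genes passed the paper's thresholds in both comparisons by limma and the methods' t-test, with limma adjusted p of 0.04 in I/R versus Sham and 0.2 in DHI versus I/R. Ppil4 (chromosome 1, 2498609 to 2498668) had a log2 signal of 1.33 ± 0.09 in Sham, 0.91 ± 0.17 in I/R, and 1.22 ± 0.18 in DHI (SD, n = 3 each). It rose by 0.31 (SE 0.16, limma adjusted p = 0.22) in DHI versus I/R and was not called, and with no scaling between arrays the change was -0.15. A second, dimmer probe of Ppil4 rose by 0.64 and was called.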

### Validation of Gene Expression

To validate the microarray results, the expression of CD44, LAMC2, ADRB3, and LDLR as DEGs representative for the top three pathways predicted through DAVID was validated by qRT-PCR. 

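On the arrays, Cd44 (probe on chromosome 3, 88023005 to 88023064) had a log2 signal relative to the 75th percentile of -3.38 ± 0.38 in Sham, 0.56 ± 0.31 in I/R, and -1.80 ± 1.96 in DHI (SD, n = 3 each). It rose by 3.94 (SE 0.83, limma adjusted p = 0.04) in I/R versus Sham. In DHI versus I/R it fell by 2.36 (SE 0.83, limma adjusted p = 0.2), which the methods' t-test did not call. The values on DHI 1 to DHI 3 were 0.40, -3.35, and -2.45. Its limma call was lost without I/R 1 (-2.21), I/R 2 (-2.35), DHI 2 (-1.59), or DHI 3 (-2.04), and the change was -3.47 without DHI 1. Another probe of Cd44 changed by 0.15 in I/R versus Sham and 0.27 in DHI versus I/R and was not called, while 1 of the others was called with changes of 2.71 and -1.61.
For Adrb3 (chromosome 16, 69166311 to 69166370) the log2 signal was -5.44 ± 0.77 in Sham, -6.40 ± 0.65 in I/R, and -4.86 ± 0.50 in DHI (SD, n = 3 each). In I/R versus Sham Adrb3 fell by 0.96 (SE 0.47, limma adjusted p = 0.14), which did not pass the paper's thresholds. It passed there with quantile normalization and with the authors' series matrix values (-1.10 each), with the replicate block (-0.96), and without I/R 2 (-1.32). In DHI versus I/R it rose by 1.54 (SE 0.47). This rise was called by limma and by the methods' t-test (limma adjusted p = 0.2) and kept the limma call without each I/R or DHI array in turn.
In DHI versus Sham the log2 fold change was 1.58 for Cd44 and 0.58 for Adrb3, neither of which passed the paper's thresholds by limma. Without DHI 2 (2.35) and with array weights (0.99), Cd44 passed there, as did Adrb3 without Sham 3 (1.02). The dimmer Cd44 probe that was called in the other comparisons was also called there (1.10).

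**Figure D2:**
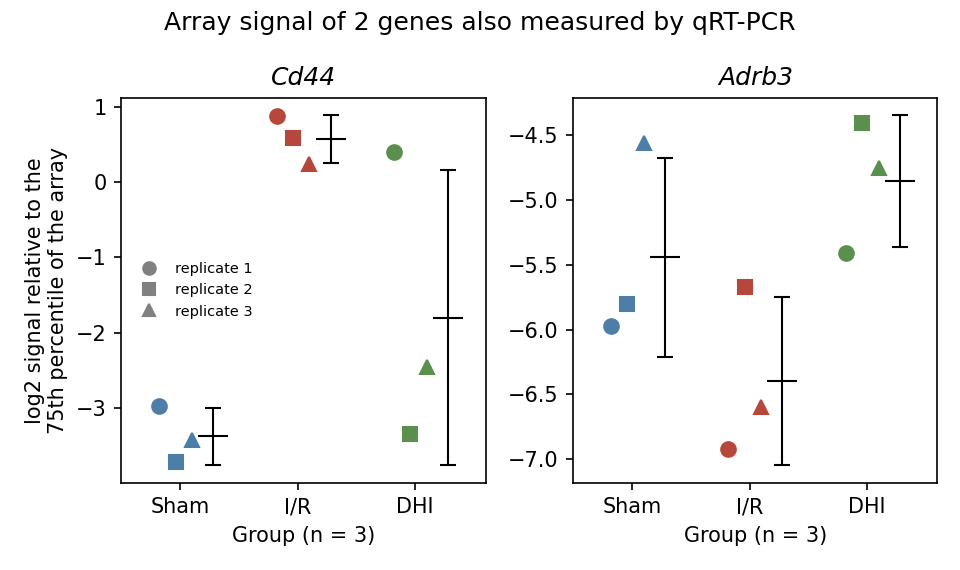
Log2 array signal relative to the 75th percentile of the array (vertical axes) of Cd44 and Adrb3 in the Sham, I/R, and DHI groups (horizontal axes), with 1 point per rat and the bars showing the mean ± SD of 3 arrays. For Cd44 the DHI arrays lie at 0.40, -3.35, and -2.45.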

The results from qRT-PCR assay were in accordance well with the array data, that the I/R injury resulted in down-regulated expressions of LAMC2, ADRB3, and LDLR, along with up-regulated expression of CD44 and that the DHI treatment adjusted their expression to Sham group level (**Figure 5**).

**FIGURE 5:**
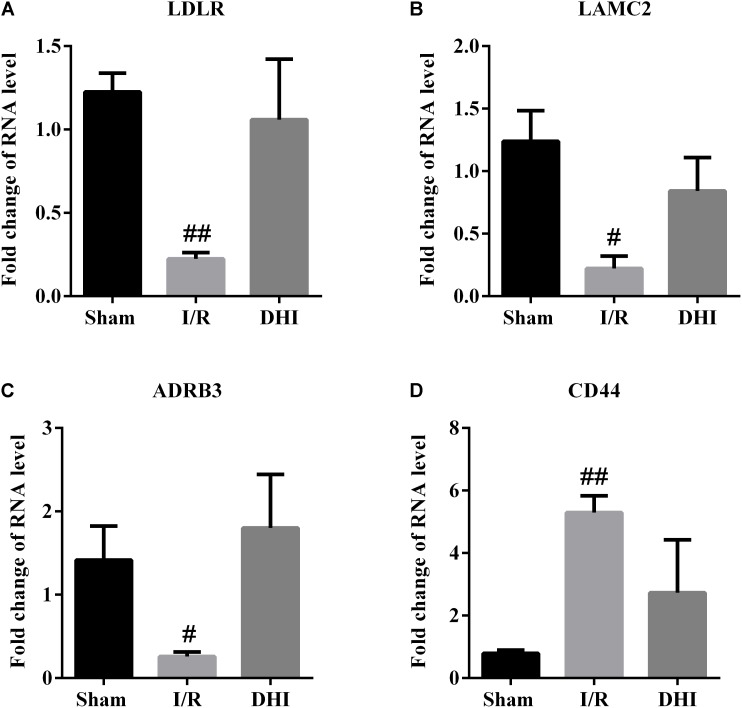
RT-qPCR validation for microarray data. The expressions of **(A)** LDLR, **(B)** LAMC2, **(C)** ADRB3, and **(D)** CD44 in rat brains were examined by RT-qPCR. Data were expressed as fold of changes compared to Sham group. ^#^*p* < 0.05, ^##^*p* < 0.01 compared with Sham group.

### DHI Protects Astrocytes From OGD/Re-Induced Injury Associated With LAMC2 and ADRB3

An oxygen and glucose deprivation/reoxygenation model in primary cultured astrocytes was applied to mimic the IRI *in vitro* with or without adding the DHI at indicated dosage immediately at the onset of OGD. The cell viability was detected by both light-converted microscopy and MTT assay. Results showed that while OGD/Re led to astrocytes cell shrink and death, the treatment of DHI protected the astrocytes from cell death in a dose-dependent manner (**Figures 6A,B**).

**FIGURE 6:**
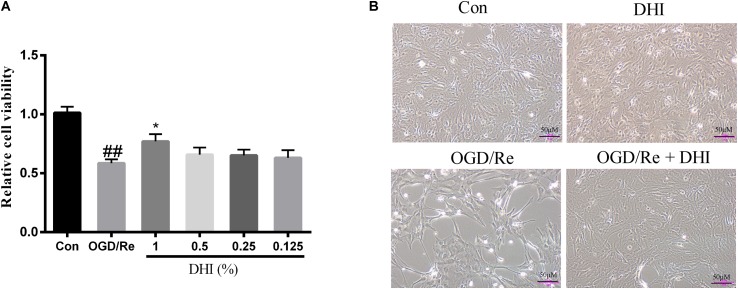
DHI protects astrocytes from OGD/Re-induced cell death. **(A)** MTT assay. Data were presented as relative cell viability compared to control (mean ± SD from three independent experiments). ^##^*p* < 0.01 compared with control group; ^∗^*p* < 0.05 compared with OGD/Re group. **(B)** Representative light microscope images of astrocytes exposed to OGD/Re injury with or without 1% DHI treatment.

We also checked expression of CD44, LAMC2, ADRB3, and LDLR, the DEGs that were validated as regulatory targets for DHI in IRI rats by both microarray and qRT-PCR assays. Results showed that the expression patterns of LAMC2 and ADRB3 in astrocytes were similar to those in rats. As indicated in **Figure 7**, when the OGD/Re injury resulted in down-regulated expressions of LAMC2 and ADRB3 in astrocytes, the treatment of DHI recovered their expressions comparable to control levels.

**FIGURE 7:**
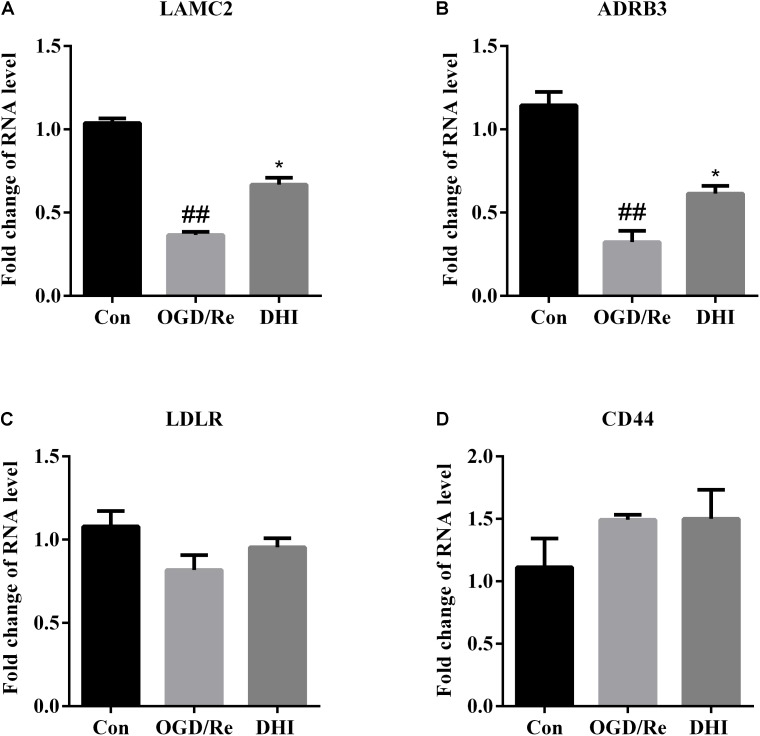
DHI regulates Lamc2 and Adrb3 gene expression in OGD/Re-injured astrocytes. The expressions of **(A)** LAMC2, **(B)** ADRB3, **(C)** LDLR, and **(D)** CD44 were determined by qRT-PCR. Data were expressed as fold of changes compared to control cells. ^##^*p* < 0.01 compared with control; ^∗^*p* < 0.05 compared with OGD/Re group.

## Discussion

In this study, we reported that a 14-day application of DHI effectively improved the outcomes of cerebral IRI, as evidenced by the neurological deficits grading, cerebral infarction size, status for oxidative stress, and inflammation in a rat model of MACO plus reperfusion injury. In line with microarray data, we showed that DHI protect astrocytes from ODG/Re. Our study provided a genetic platform applicable for investigating the mode of action of DHI; it also gave clues to recognize therapeutic targets and explore novel strategies as potential treatments to IRI.

A large number of pathologic processes underlie reperfusion injury, which mainly include the oxidative stress, calcium overload, as well as inflammation (Kalogeris et al., 2012; Terasaki et al., 2014). The infiltration of inflammatory cells, such as neutrophils, macrophages, lymphocytes, etc. may last for a long period of time (Hu et al., 2012). As a consequence, patients may suffer from neuron functional deficiency, as well as high risks for local or systemic inflammation (Westendorp et al., 2011; Becker and Buckwalter, 2016; Santos Samary et al., 2016). Furthermore, it was recently identified that the gene expression patterns vary over the course of acute IRI (Wang et al., 2017). In our model rats, there existed pronounced neuron functional deficiency, oxidative stress, and inflammation at 14 days after I/R injury (**Figures 1**–**3**). Notably, the cell infiltration was most relevant in the area of periaqueductal gray matter (**Figure 3D**), which highlighted the existing of the breaking down of brain–blood barrier (BBB).

The therapeutic effect for DHI in treating cerebral I/R injury have been evaluated in several studies, including evidence-based clinical studies as well as both *in vivo* and *in vitro* experimental settings (He et al., 2012; Guo et al., 2014; Wang et al., 2014). DHI have shown pronounced protected effects of in the acute phase of the disease (from hours up to 7 days). Take for example, by applying a rat model of temporary MACO, Wang et al. (2014) showed pre- as well as post-treatment of DHI had the neuroprotective efficacy at both 24 and 72 h after surgery, associated with which were the protection on the BBB and the reversal of neutrophil infiltration. In addition, Guo et al. (2014) showed that the mode of neuroprotective action of DHI might be related to the activating of Nrf2/ARE signaling pathway. In the present study, we focused on checking the effects of DHI in the process of the cerebral I/R injury. We provided solid data showing the prolonged application of DHI to 14 days improved the outcome of rats from cerebral I/R injury in the recovery process (**Figures 1**–**3**). Importantly, we performed microarray assay and provided global transcriptional data, which enabled us to explore molecular mechanisms contributing to protective effects of DHI against cerebral I/R injury. Although bioinformatics approaches, including proteomic analysis (Cui et al., 2017) and systematic survey for transcription factors (TFs) changes (Wei et al., 2016) have been applied, ours is to focus on the transcriptomic analysis, and on a late time point of 14 days.

In the present study, we prevailed ECM–receptor interaction, neuroactive ligand–receptor interaction, and endocytosis as the top three biological processes related to DHI treatment caused by I/R injury (**Figure 4C**). The main DEGs include CD44, LAMC2, LDLR, ARBD3, etc. (**Table 2**). CD44 is a cell adhesion molecule known to be involved in endothelial cell recognition, lymphocyte trafficking, and regulation of cytokine gene expression in inflammatory diseases (Xu et al., 2015). In ischemic lesions, the expression of CD44 could be detected in microglia/macrophages and brain capillaries (Al Qteishat et al., 2006). Blockade of CD44 could ameliorate ischemic brain injury related to the reduction of soluble IL-1β expression (Wang et al., 2001). The gene LAMC2 encodes gamma2 chain of laminin 5, an epithelial cell-specific extracellular matrix protein, which might be related to the anchoring of astrocytes to the microvascular wall (Wagner et al., 1997). Interestingly, recent study showed that Lmc2 protein could interact with CD44 on cancer cell membrane (Sato et al., 2015), which indicated that during the process of IRI, laminin 5 might function as a ligand of CD44. The alternated level of low-density lipoprotein receptor (LDLR) was apparent in I/R brain (Rousselet et al., 2011). It might be involved in lipid raft associated neuron function and inflammatory response in IRI (Paciullo et al., 2017). Adrb3 encodes β3-AR, mainly expressed in white adipose tissue, but also in the heart, brain, lungs, and liver (Gao et al., 2017). Those genes and function therefore are novel targets of interests for further investigation.

**Table 2:** Top pathways prediction of DEGs by DAVID.

Pathway	*p*-value	DEGs
ECM–receptor interaction	0.015	CD44, LAMC2, LAMC3, VTN, THBS4, HMMR
Neuroactive ligand–receptor interaction	0.018	ADRB3, PTGER3, ADORA3, P2RY4, GRIK4, PRSS3, CHRNA5, CHRNB3, ADORA1, NTSR2, TAAR2
Endocytosis	0.029	ADRB3, LDLR, EPN3, PLD1, AP2A1, RAB5C, ACAP1, PML, PARD6G, GRK1

Inflammation is a pronounced phenomenon in the I/R-injured brain (Kalogeris et al., 2016). In addition to the local inflammation, the systemic inflammation may also exist. In the present study, we showed three lines of evidence indicating the anti-inflammatory effects of DHI. (1) DHI inhibited the production of systemic inflammatory cytokines of IL-1β, IL-6, and TNF-α. (2) DHI attenuated the inflammatory cell infiltration in the brain especially in the area around periaqueductal gray matter, where the MACO and reperfusion took place. (3) Gene association network analysis based on DEGs identified from chip expression pointed out TLR4 as a key knot of responsive gene to DHI treatment after I/R injury. It has been shown that TLR4, via recognition of pathogen-associated molecular patterns (PAMPs) released from damaged neurons, attributes to the further brain damage (Marsh et al., 2009; Kapetanovic et al., 2015). In TLR4 knock out mice, the I/R injury is released (Caso et al., 2007). Therefore, it is likely that DHI may interfere with TLR4-related singling pathway, therefore inhibit the endogenous PAMPs triggered inflammation as a consequence of cerebral I/R injury. Since the inflammation may last for a long period of time and may affect the recovery of brain function, the regulatory effects of DHI on inflammation are essential for recovery.

The BBB, composed of endothelial, astrocytes, as well as microglial cells, accounts for the influx of inflammatory cells (Abbott et al., 2006) and affects the degree of brain damage and recovery (Dirnagl, 2012; Terasaki et al., 2014). The modulation of astrocyte functions as a part of maintaining BBB integrity has been reported applicable to treating ischemic stroke (Pan et al., 2016). In the current study, the anti-inflammatory effects of DHI could be partially explained by the enhancement of BBB function, as a result of which, the brain damage released or the repair enhanced. This assumption is supported by the DEGs analysis data that in the list of DEGs due to DHI treatment in IRI rats after 14 days treatment, ECM–receptor interaction, the neuroactive ligand–receptor interaction, and endocytosis were identified as most relevant biological processes.

Although the roles for listed DEGs, i.e., LAMC2, ARBD3, CD44, and LDLR, etc., are not fully illustrated for astrocytes in the scenario of cerebral I/R injury, our *in vitro* experiment showed solid data supporting the hypothesis that DHI have the protective effects on primary astrocytes in a ODG/Re model which mimic the effects for I/R injury. Our results are in line with the previous report that glial cells are the main player to drive preconditioning-induced BBB protection (Gesuete et al., 2011). Interestingly, while we check the expression patterns for the molecules identified from microarray data analysis, the expressions of LAMC2 and ADRB3 were down regulated due to ODG/Re injury. DHI significantly up-regulated their expression similar to control level.

Because so many different deleterious events participate in I/R, it is recognized that therapeutic approaches will be effective only when multiple pathologic processes are targeted. Our result put DHI as an ideal example for multiple targets (biological events)-interfering. In addition, by providing gene expression profile, we highlighted several novel targets that might be applicable to treat cerebral I/R injury in the recovery process, i.e., rebuild the BBB associate with astrocytes, regulating TLR4 signaling pathway, etc.

## Conclusion

Danhong injection effectively improved the outcomes of cerebral IRI in the recovery process, the molecular mechanisms of which may include maintaining the integrity for BBB and to regulate TLR4-related signaling pathway to diminish the inflammation and benefit for recovery.

## Author Contributions

ZZ, WW, and CH performed the animal studies. JQ and ZH performed the *in vitro* studies and participated in the figure preparation. YW and SZ performed the transcriptomic data analysis and participated in the figure preparation. XC, CW, and CH participated in the critical revision of the manuscript. YW, JQ, BZ, SL, and XZ led the project, oversaw the manuscript preparation, and wrote the manuscript.

## Conflict of Interest Statement

CW, SL, and BZ were employed by company Shandong Danhong Pharmaceutical Co., Ltd. The other authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DEGs: differentially expressed genes
DHI: Danhong injection
IRI: ischemic/reperfusion injury
KEGG: Kyoto Encyclopedia of Genes and Genomes
MCAO: middle cerebral artery occlusion
qRT-PCR: quantitative reverse transcription-polymerase chain reaction
TLR: Toll-like receptor

How the deposited data were processed for this re-analysis (not part of the article)

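The data are 9 one-color arrays (Agilent SurePrint G3 Rat, 3 Sham, 3 I/R, and 3 DHI rats, infarcted hemispheres at day 14). Groups and replicate numbers were taken from the sample labels and the paper, which name the same 3 groups. The experiments on infarct area, oxidative stress, serum cytokines, qRT-PCR, and cultured astrocytes were not analysed here.

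For each array the authors deposited the output of Agilent's Feature Extraction software, which gives the intensity of each spot on a linear scale, corrected for background within the array and not scaled between arrays. The authors also deposited a series table of log2 values with 1 value per probe. Its values have the same distribution on every array, and they followed quantile-normalized log2 intensities computed here across probes (Pearson's r 0.99953 on each array). The table also holds 140 control probes. The paper's text does not name this normalization.

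From the spot intensities, the value of a probe was the log2 of the processed signal minus the 75th percentile of its array. Control spots were left out, as were the 392 to 725 spots per array that the Feature Extraction software marked as outliers. Of the 30367 probes, 13137 had 1 spot, 15840 had 2, and 1390 had 10, and the spots of a probe were averaged. A probe was tested if it was well above background on all 3 arrays of at least 1 group, which left 23747 probes. A total of 20035 probes carried a gene symbol, with 16615 different symbols. The accessions of 18005 probes matched the RefSeq gene table, which gives another symbol for 3334 of them, and the symbol of the files was kept. Coordinates are those of the files (rn4), and no annotation of exons was used. No column of values was left unused (0 columns).

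The tests were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. One model (lmFit and eBayes, 6 residual degrees of freedom) was fitted over all 9 arrays with contrasts for I/R versus Sham, DHI versus I/R, and DHI versus Sham. DEGs were counted at the paper's thresholds (unadjusted p under 0.05 and FC over 1.5) and with a Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted p. The paper's text gives these thresholds with a t-test, which was run on the same values as an alternative (the methods' t-test). Its statistics section names a general test for several groups and no adjustment for the number of probes.

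The steps were tested on simulated data for 23724 probes of which 200 were changed. In I/R versus Sham, DHI versus I/R, and DHI versus Sham, 91.5%, 91.5%, and 89.0% of the changed probes were recovered at the paper's thresholds, with 835, 789, and 786 false calls. With the adjusted p, 52.0%, 55.0%, and 51.5% were recovered, with 6, 3, and 4 false calls. The methods' t-test recovered 85.5%, 85.5%, and 82.5% at the paper's thresholds, with 528, 491, and 458 false calls.

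The arrays were clustered by hierarchical clustering with Euclidean distance and average linkage on z-scores per probe and divided into 2 branches. Positions on the Sham to I/R axis were compared by exact permutation tests. Gene lists for neurons, striatal neurons, astrocytes, reactive astrocytes, microglia and macrophages, oligodendrocytes, endothelial cells, red blood cells, choroid plexus, and TLR4 signaling were tested with limma's camera, with a preset correlation between genes, and with fry, adjusted over the 10 lists of a comparison. The 4 lists that passed camera in I/R versus Sham also passed fry. Of the 7 in DHI versus I/R and the 6 in DHI versus Sham, 0 passed fry. A list of genes is reported by its median log2 fold change.

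The genes named in the text are those that the paper names, except for results that are not reported here, together with the 5 genes with the largest rise and the 5 with the largest fall in I/R versus Sham and in DHI versus I/R. These were taken among probes with a symbol whose groups did not overlap and which passed the adjusted p, or the paper's thresholds where fewer than 5 passed. A gene with several probes is represented by the probe with the highest mean signal. The thresholds, the tests of the 3 comparisons, the gene lists, this rule, and all settings but 1 were chosen before the data were examined. The model of the 3 comparisons had been run before the tests of other explanations were set down and before the steps were tested on simulated data, and each part of the closing section names the tests chosen after their result was seen.

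The settings tried were quantile normalization, no scaling, normexp background correction (offset 50), the authors' series table, no filter on dim probes, probes well above background on all 9 arrays, a model of only the 2 groups compared, array weights, the replicate number as a block, the methods' t-test, 1 minus Pearson's correlation as the distance in the clustering, and leaving out each array in turn. An adjusted p under 0.1 was added later. Unchanged DHI groups were simulated 100 times from the I/R means. Other splits of 3 arrays against 3 were also counted, of which there are 10 per comparison. With 3 arrays per group, the smallest p of an exact test is 0.1. The enrichment analyses and the protein network, which need outside databases, were not repeated here.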

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

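The tests of choroid plexus as a cause of the count of 7471, of the lower neuron list, and of the rise of its own list were chosen after their results were seen. The results in this part concern genes and gene lists that the paper does not discuss, and each stood out in I/R beyond the Sham arrays.

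Microglia and macrophage genes were higher in I/R than in Sham, with a median log2 fold change of 3.79 and 11 of 12 genes higher (camera adjusted p = 2.82e-05, fry adjusted p = 0.0324). Reactive astrocyte genes had a median of 3.37, with 10 of 10 genes higher and the same adjusted p from both tests. The neuron list had a median of -2.66, with 10 of 10 genes lower (camera adjusted p = 0.000656, fry adjusted p = 0.0485). These directions were the same under quantile normalization, no scaling, and normexp background correction. Of the other lists, the medians were -1.77 for striatal neurons, 0.22 for astrocytes, 0.39 for endothelial cells, -1.88 for red blood cells, and 2.89 for choroid plexus, none of them past the adjusted p by camera or fry. With some single arrays left out, the striatal neuron, endothelial cell, red blood cell, and choroid plexus lists passed camera. Striatal neurons were at -1.10 without Sham 1. The mean difference of this list from the Sham mean was 1.88, -0.98, and -0.90 on Sham 1 to Sham 3. It was -2.33, -1.57, and -1.72 on I/R 1 to I/R 3 and -2.27, -0.36, and 1.83 on DHI 1 to DHI 3. The striatal list thus varied widely between Sham rats, so that its medians cannot be read as an effect of the injury or of DHI alone. The oligodendrocyte list had a median of -0.05 and a mean of 0.06, and its median was 0.14 with no scaling, 0.31 without Sham 3, 0.32 without I/R 3, and -0.32 without I/R 1. All genes of the lists were well above background on the 3 Sham arrays, except for 1 of 10 reactive astrocyte genes and 2 of 9 choroid plexus genes. The paper itself reports on Gfap, which is on the reactive astrocyte list, and on Tlr4.

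A lower share of neurons alone would raise the other lists alike. The medians of the microglia and macrophage list and the oligodendrocyte list were 3.84 apart, against an SD between genes of 1.78 and 0.39, which argues against it as the whole explanation. Red blood cells in the tissue would raise their own genes, and that list had a median of -1.88 in I/R versus Sham, with Hbb at 0.01, 3.33, and 2.30 in Sham and -0.63, -0.16, and -0.06 in I/R. More choroid plexus in the I/R tissue could account for part of the higher calls, as its list had a median of 2.89. That median was 1.36 without I/R 3 and 1.48 with normexp background correction. Its list did not follow the neuron list, since its mean difference from Sham was 0.84, 2.11, and 3.78 on I/R 1 to I/R 3 while the neuron list was at -3.78, -2.88, and -1.10. Ttr, its most abundant gene, was at -0.54, 0.19, and 6.53 on these arrays. Choroid plexus would dilute neurons and oligodendrocytes alike, but the oligodendrocyte and neuron medians were 2.61 apart, so it is not the cause of the lower neuron list or of the count of 7471 as a whole. For the rise of its own list (2.89), added tissue cannot be told apart from an effect of the injury on these genes, because both would raise them in I/R. The order of the 3 I/R arrays, opposite to that of the neuron list, is not what an effect that grows with the loss of neurons would give, but 3 arrays do not exclude an effect of the injury of another kind. The splits by themselves cannot exclude chance, because only 10 splits of 3 arrays against 3 exist. The real split was the only 1 of the 10 with as many calls, both with the adjusted p and at the paper's thresholds. The Sham and I/R arrays were on the same slide, so that slide does not part these groups. The injury that the design applies to the I/R rats remains a candidate explanation for the lists, as a hypothesis.

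The genes named for a rise in I/R versus Sham were Mmp12 (fitted log2 fold change 8.73), Slfn3 (8.33), Cd8a (8.22), Clec7a (8.12), and Lilrb4 (8.01). None of them was well above background on any Sham array, so that the fitted values rest on Sham signals not told from background and give no order. Measured against background, the rises were at least 241-fold for Mmp12, 298-fold for Slfn3, 131-fold for Cd8a, 138-fold for Clec7a, and 172-fold for Lilrb4. Those named for a fall were Enthd1 (fitted value -7.34), Npas4 (fitted value -5.91), Arc (-5.50), Lamp5 (-4.99), and Cort (-4.80). Enthd1 and Npas4 were not well above background on any I/R array and were at least 108-fold and 34.1-fold lower. Each of the 10 genes had a limma adjusted p of 0.04 with 3 of 3 I/R arrays beyond all Sham arrays. They also passed the paper's thresholds without each Sham or I/R array in turn. Their adjusted p shares the threshold behavior of the count of 7471, which fell to 0 without Sham 1. The DHI rats differed widely for these genes. Mmp12 was at -1.01, -8.79, and -8.96 on DHI 1 to DHI 3, and Arc at -0.83, 3.69, and 1.58. No technical explanation specific to these genes was tested.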

How the results depend on the processing

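The threshold of an adjusted p under 0.1 was added after the counts had been seen, and it gave 10270 calls in I/R versus Sham, 1 in DHI versus I/R, and 0 in DHI versus Sham.

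The I/R versus Sham count at the paper's thresholds (10241) stayed within 1.5 times in every setting, from 7517 without I/R 1 to 13082 with array weights. The share of shared DEGs with opposite directions stayed between 99.8% and 100% in all settings. The DHI arrays on the Sham branch numbered 2 in every setting that gave a value, except for 1 without DHI 2 or DHI 3, on both sets of probes. With no scaling, the tree over all probes parted the I/R arrays and gave no value. The mean DHI position stayed between 0.328 and 0.382 in the settings that kept all arrays.

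The adjusted counts in I/R versus Sham and DHI versus I/R changed by more than 1.5 times in several settings. For I/R versus Sham, 7471 became 1 with no scaling and 13013 with array weights. Its calls lie close together, with 12116 probes under an adjusted p of 0.1, 7696 under 0.05, and 3257 under 0.04, so that a small change in the estimated spread moves many probes over the threshold. Across probes, the size of the change and the residual SD went together (Spearman's rho 0.74). The single adjusted call in DHI versus I/R (1) became 0 with normexp background correction, 0 with probes well above background on all 9 arrays, 0 with only the 2 groups compared, 0 by the methods' t-test, and 11817 with array weights. At the paper's thresholds, 5211 became 2149 with only the 2 groups compared, 469 by the methods' t-test, and 11904 with array weights, and the shared count of 4757 became 1880, 291, and 10360. For DHI versus Sham, the adjusted count of 0 became 1986 with array weights. At the paper's thresholds, 849 became 1688 with no scaling, 1341 with normexp background correction, 1407 with no filter on dim probes, 448 by the methods' t-test, and 3484 with array weights. The array weights ranged from 0.094 for DHI 1 and 0.189 for I/R 3 to 4.50 for DHI 3 and 5.32 for I/R 2, so that this setting leaves out most of the spread within the DHI and I/R groups. The fit of only the 2 groups compared leaves the Sham arrays out of the spread used for DHI versus I/R. The SD of the positions was 0.07 in Sham and 0.49 in DHI, so that a spread shared by all groups can be too small there. Apart from these points and from the fewer arrays or probes that some settings use, the cause was not tested.

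With each array of the groups compared left out in turn, the adjusted count ranged from 0 (without Sham 1) to 10135 (without I/R 3) in I/R versus Sham, from 0 (without I/R 1, I/R 2, or DHI 3) to 9527 (without DHI 1) in DHI versus I/R, and from 0 to 0 in DHI versus Sham. At the paper's thresholds the ranges were 7517 (without I/R 1) to 11539 (without I/R 3), 939 (without DHI 2) to 10737 (without DHI 1), and 344 (without Sham 2) to 2519 (without DHI 2). The shared count ranged from 777 without DHI 2 to 8992 without DHI 1, and the mean DHI position from 0.0859 without DHI 1 to 0.554 without DHI 2. A group left with 2 arrays is assumed to vary like the other groups.

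The share of DEGs that were higher changed with the scaling. For I/R versus Sham it was 48.3%, and 60.9% with no scaling. For DHI versus Sham it was 70.4%, against 37.5% with quantile normalization, 37.0% with the series table, 5.2% with no scaling, and 92.9% with normexp background correction. No scaling moved the median log2 fold change of all probes from -0.10 to 0.10 in I/R versus Sham and from 0.02 to -0.25 in DHI versus Sham.

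The 3 groups carry the same replicate numbers. For arrays with the same number, the correlations of their deviations from the group means lay between -0.34 and 0.48. Arrays with different numbers were not compared in this way, so that these values cannot tell whether the numbers pair the rats. With the replicate number as a block, the replicate block fit gave 8426 adjusted calls and 10410 at the paper's thresholds in I/R versus Sham, 1 and 6313 in DHI versus I/R, and 0 and 1280 in DHI versus Sham. A fit with slide or scan as a block was not run, because slide 2 holds the DHI arrays alone.

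The number of the 10 lists past camera was 4 in I/R versus Sham and became 7 with no scaling. With each array left out in turn it ranged from 5 to 7 in I/R versus Sham, from 5 to 10 in DHI versus I/R, and from 1 (without DHI 1) to 8 in DHI versus Sham. The median of the striatal neuron list in DHI versus Sham was -0.27, and 1.99 with array weights. That of the TLR4 signaling list in DHI versus Sham ranged from -0.0236 without DHI 1 to 0.92 without DHI 2. Chrnb3 fell in DHI versus I/R in the other settings, and rose by 0.24 with normexp background correction. Of the values of the named genes in DHI versus I/R, 672 kept direction and call, 104 lost the call, and 7 gained it. Those in I/R versus Sham numbered 731 that kept both, 33 lost the call, and 19 gained it.

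Dim probes limit the fold changes. Without the filter, 30367 probes were tested in place of 23747, and with the stricter one 21542. A gene that is not well above background in a group has only a lower bound on its change.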

Differences from the paper's values

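No test in this part was chosen after its result was seen. The paper reports 429 DEGs in DHI versus I/R, and limma called 5211 at the same thresholds. Of the alternatives set before the data were examined, the methods' t-test (469) came within 1.5 times of the paper's value. Quantile normalization, no scaling, normexp background correction, the series table, no filter on dim probes, probes well above background on all 9 arrays, only the 2 groups compared, the replicate block, array weights, and leaving out any 1 of the I/R or DHI arrays did not.

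The paper reports 283 DEGs shared by both comparisons, and limma gave 4757. Again the methods' t-test (291) came within 1.5 times of the paper's value, while the other alternatives and leaving out any 1 of the arrays did not.

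The paper lists Taar2 and Grk1 among the DEGs of its pathways. Taar2 was not well above background on any array and was not tested, and it was called with no filter on dim probes (log2 fold change 0.94). Grk1 (0.53) was not called, and it was called with array weights (0.75), without I/R 1 (0.62), and without DHI 1 (0.66). Cd44, Lamc3, Ptger3, and Pld1, also listed by the paper, were called by limma and not by the methods' t-test in DHI versus I/R, and the same holds for Tlr4.

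The paper names PPIL4 among the main nodes of a network drawn from its DEGs. The brighter probe of Ppil4 (0.31 in DHI versus I/R) was not called in any setting run, while its dimmer probe (0.64) was called.

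From its qRT-PCR, which it describes as matching the arrays, the paper states that I/R lowered ADRB3. On the arrays Adrb3 fell by 0.96 in I/R versus Sham, which did not pass the thresholds. It passed with quantile normalization (-1.10), with the series table (-1.10), with the replicate block (-0.96), and without I/R 2 (-1.32).

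The paper also states, again from its qRT-PCR, that DHI brought CD44 to the level of the Sham group. On the arrays, a different assay, Cd44 was 1.58 higher on the log2 scale in DHI than in Sham. Its values were 0.40, -3.35, and -2.45 on DHI 1 to DHI 3, against a mean of -3.38 ± 0.38 (SD, n = 3) in Sham. This difference did not pass the thresholds, and it passed with array weights (0.99) and without DHI 2 (2.35). A dimmer probe of Cd44 was called as higher in DHI than in Sham (1.10).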

Other observations

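The tests of an unchanged DHI group, of the spread on slide 2, of swapped labels, of injured tissue, and of choroid plexus in DHI versus Sham were chosen only after the results they concern were seen.

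The positions of the 3 DHI arrays between Sham and I/R had a range of 0.94, against 0.66 in I/R and 0.15 in Sham. The brightness of the arrays does not explain this. The DHI range was 0.95 after quantile normalization, and I/R 1 and Sham 3, with 75th percentiles of 2628.7 and 2631.3, lay at 1.24 and 0.02. Labels swapped between a DHI and a Sham array would put a Sham array near I/R, and the highest Sham position was 0.11. Labels swapped between DHI 1 and an I/R array would need an I/R array out of place. The lowest I/R position, 0.58 for I/R 3, lies between the groups, so that such a swap cannot be told apart from a spread between rats. A single wrong label without a partner also remains open. The piece of tissue profiled could hold more injured tissue for some rats than for others. On DHI 1 to DHI 3 the microglia and macrophage list was 3.39, 0.16, and 0.67 above the Sham mean, against 4.21, 3.87, and 2.77 on I/R 1 to I/R 3. These values cannot be told apart from a difference between rats in the response to DHI or in the size of the infarct, which was not measured on these arrays.

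DHI treatment and slide were confounded. A difference between the slides would move the arrays of slide 2 together, but their positions had a range of 0.94. This does not exclude a slide effect beside a difference between rats. All 3 DHI arrays lay beyond the other 6 arrays on the same side for 1.20% of the probes, where chance gives 2.38%, and 27 of the 84 choices of 3 arrays gave as high a share. The slide and the DHI treatment cannot be told apart for this value either, because each slide effect is also a group effect. The mean log2 signal of 10 spike-in controls was 11.11, 11.04, and 10.98 on DHI 1 to DHI 3, below every array of slide 1 (11.18 to 11.37). DHI treatment does not act on these controls, so that they point to a technical difference between the slides before scaling. Relative to the 75th percentile of the array they ranged from -0.33 to 0.21 on slide 2 and from -0.39 to -0.11 on slide 1, and so overlapped.

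Other splits of the arrays bear on the counts only as to whether chance can be excluded, which 10 splits do not allow. As many calls as observed were given by 3 of 10 splits for the adjusted count in DHI versus I/R, by 2 for the count at the paper's thresholds, and by 4 for the methods' t-test. Between DHI and Sham, 3 of 10 splits gave as many calls at the paper's thresholds. The adjusted count there was 0, so that 10 of 10 splits give as many by construction, and this says nothing about chance. The split of DHI and I/R arrays with the most calls set I/R 1, I/R 2, and DHI 1 against the other arrays, with 9493 calls at the paper's thresholds, 8526 with the adjusted p, and 6932 by the methods' t-test.

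An unchanged DHI group was simulated 100 times, as a hypothesis against which the counts can be set. Limma gave at most 878 calls in DHI versus I/R (median 823), against 5211 observed. The shared count was at most 620 and the opposite share at most 70.76%, against 4757 and 100% observed. By the methods' t-test, 96 of the 100 simulated groups gave at least as many calls as the 469 observed (median 508), so that by this test the observed count cannot be told apart from that of an unchanged group. The simulated noise was independent between probes, while a real difference between rats moves many probes together, so that the simulated ranges are too narrow. The limma counts therefore do not exclude an unchanged DHI group, nor the shared I/R arrays as the source of the overlap.

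The medians of the lists in DHI versus I/R were 1.97 for neurons, 1.54 for striatal neurons, -0.24 for astrocytes, -2.13 for reactive astrocytes, -2.45 for microglia and macrophages, 0.55 for oligodendrocytes, -0.46 for endothelial cells, 2.37 for red blood cells, and 0.97 for choroid plexus. Of these and the TLR4 signaling list, 7 passed camera and 0 passed fry, with a smallest fry adjusted p of 0.106. The astrocyte, oligodendrocyte, and choroid plexus lists did not pass camera. Single arrays moved several of the medians by more than 1.5 times. Striatal neurons were at 0.38 without DHI 3, where the list did not pass camera, and at 2.59 without DHI 1. Oligodendrocytes were at 0.84 without I/R 1 and 0.19 without I/R 3, and endothelial cells at -0.20 without I/R 1 and -0.30 without DHI 3. Choroid plexus was -0.20 without I/R 1, -0.38 without DHI 1, 1.57 without I/R 3, and 1.64 without DHI 2. The striatal neuron, endothelial cell, and red blood cell lists each lost the camera call without at least 1 other array.

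All 9 choroid plexus genes were higher in DHI than in Sham, with a median of 2.57 (camera adjusted p = 0.000119, fry adjusted p = 0.523). Without DHI 1 the median was 1.50 and the list did not pass camera. With probes well above background on all 9 arrays it was 3.88. The mean difference of the list from Sham was 5.56, 0.43, and 3.12 on DHI 1 to DHI 3. Ttr, the most abundant of its genes, was at 7.05, 2.88, and 6.20 in DHI, against -0.65, -1.65, and -0.21 in Sham. A candidate explanation is a varying amount of choroid plexus in the tissue profiled. Of the 9 genes, 7 were also well above background on the 3 Sham arrays. At a median of 2.57, added tissue cannot be told apart from an effect of the injury, the treatment, or slide 2 on these genes. The other medians in DHI versus Sham were -0.74 for neurons, -0.27 for striatal neurons, -0.14 for astrocytes, 1.24 for reactive astrocytes, 1.54 for microglia and macrophages, 0.61 for oligodendrocytes, 0.66 for red blood cells, and 0.18 for endothelial cells, the last of which was -0.09 with no scaling. These medians depended on single arrays. Without DHI 1 they were -0.19 for neurons, 0.13 for reactive astrocytes, and 0.51 for microglia and macrophages, none of which passed camera there, and without DHI 2 they were -1.18 for neurons and 2.00 for reactive astrocytes. Oligodendrocytes were at 0.42 without Sham 1, where the list did not pass camera, and at 0.93 without Sham 3. The direction changed for striatal neurons without DHI 1 (0.62) or Sham 1 (0.70), for red blood cells without Sham 1 (-0.24), and for astrocytes without DHI 3 (0.01). Endothelial cells ranged from 0.08 without DHI 2 to 0.30 without DHI 3. None of the 10 lists passed fry.

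The paper measured IL-1β, IL-6, and TNF-α in serum. In the brain tissue on the arrays, Il1b was 2.72 (SE 0.80) higher in I/R than in Sham (limma adjusted p = 0.042) and fell by 1.97 (SE 0.80) in DHI versus I/R (limma adjusted p = 0.2). Its values were -2.71, -5.90, and -5.88 on DHI 1 to DHI 3. The methods' t-test did not call the fall, and limma did not call it without I/R 1 (-1.87), I/R 2 (-1.73), DHI 2 (-1.43), or DHI 3 (-1.44), nor with normexp background correction (-0.98) or with only the 2 groups compared (-1.97). Tnf was 1.78 higher in I/R than in Sham (limma adjusted p = 0.072) and fell by 1.19 in DHI versus I/R (limma adjusted p = 0.26), which was called only without DHI 1 (-1.93) and with array weights (-2.89). The rise of Tnf in I/R passed the paper's thresholds, but not without Sham 1 (1.84), Sham 2 (1.76), Sham 3 (1.74), or I/R 2 (1.20). Il6 was well above background on 1 of 3 I/R arrays and on no Sham or DHI array, and was not tested. With no filter on dim probes it was called in I/R versus Sham (1.69) and in DHI versus I/R (-1.33).

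β-Actin was the reference gene of the qRT-PCR. On the arrays Actb had a log2 signal of 4.57 ± 0.06 in Sham, 5.35 ± 0.38 in I/R, and 5.08 ± 0.36 in DHI (SD, n = 3 each). It was 0.77 (SE 0.25) higher in I/R than in Sham (limma adjusted p = 0.046), and 0.67 with quantile normalization, 0.97 with no scaling, and 0.77 with normexp background correction. The call was lost without I/R 2 (0.63). Between I/R and DHI it fell by 0.26 and was not called, except with no scaling (-0.72) and with array weights (-0.77).

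Gfap, which the paper measured in cultured astrocytes, was 3.63 (SE 0.67) higher in I/R than in Sham (limma adjusted p = 0.04) in the tissue and fell by 2.00 (SE 0.67) in DHI versus I/R (limma adjusted p = 0.2). Its values were 2.51, -0.20, and 0.10 on DHI 1 to DHI 3, and the fall was not called by the methods' t-test, nor by limma without I/R 2 (-1.76), DHI 2 (-1.50), or DHI 3 (-1.65). Gfap was 1.62 higher in DHI than in Sham, which limma called and the methods' t-test did not. That call was lost without DHI 1 (0.77), Sham 1 (1.45), Sham 2 (1.73), or Sham 3 (1.69), and with no scaling (1.36), the replicate block, or only the 2 groups compared.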
